A study of Mus musculus with 36 samples. Its data were reported in "Cardiomyocytes stimulate angiogenesis after ischemic injury in a ZEB2-dependent manner" (2021).

How the data were processed

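Single cells of the left ventricle of male C57BL/6 mice were measured with SORT-seq, a protocol that sorts 1 cell into each well of a 384-well plate and tags each transcript with a short random sequence, the unique molecular identifier (UMI). Per the labels, the authors mapped paired-end reads to GRCm38/mm10 with BWA-ALN and deposited a UMI count per gene and well for each plate. The version of BWA, the gene annotation and the read filters were not stated. All 174110208 values of the 36 tables were read, and 0 of them were not whole numbers. The tables list genes by symbol and chromosome, 20720 in all. Counts of UMIs with 6 bases cannot exceed 4096, the number of such sequences. The highest deposited value was 4096, so the counts had not been corrected for molecules that share a UMI. The study discarded mitochondrial genes, and these, like the spike-in RNA, were left out of every count and library size used here, except where a mitochondrial or spike-in share is given.

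Groups were taken from the sample labels: sham surgery at day 1 and day 14, ischemia-reperfusion (IR) at day 1, 3 and 14, and myocardial infarction (MI) at day 3. IR was a temporary ligation of the left anterior descending artery and MI a permanent one. Each plate was treated as 1 replicate. The study used fewer mice per condition than there are MI plates, so some plates share a mouse. Which mouse a plate came from is not stated, so the spread between plates may be smaller than that between mice, and p values may be too small. No sham group of day 3 was analysed here, so day 3 was compared with both sham groups, weighted equally in the gene tests and pooled by plate in the tests of shares. The MI plates carry a separate protocol label from the other plates, so a library batch and the MI group coincide.

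Wells with at least 1000 UMIs were kept as cells. Counts were scaled to 10000 per cell and clustered with scanpy 1.11.5, using 2000 variable genes among those seen in at least 5 cells, 30 principal components, 15 neighbours and the Leiden method of leidenalg 0.10.2 at resolution 1 with seed 1. Cell types are not labelled in the deposited tables. A cluster was named after a list of marker genes when at least 3 of the list were at least 2 times higher than in the other cells, at a level of at least 0.5 per 10000 UMIs and at least 2 times as many as of any other list. A cluster with markers of 2 lists was split once more and each part was named by the same rule. Lists were written for cardiomyocytes, fibroblasts, endothelial cells, macrophages, neutrophils, mural cells, B cells, T or NK cells and erythrocytes. The names stand for cells like those classes, as no protein or lineage marker was measured. A cluster was left unnamed when it failed the rule, or when its median depth was more than 3 times lower than that of its plates and none of its 10 leading genes was a marker. Doublets were not called, and no cell was removed as one.

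Copies of wells were searched over 1260 ordered pairs of plates. A well of at least 500 UMIs was called copied when its profile over 3000 genes correlated with the well of the same number on a deeper plate by more than 0.1, and by at least 0.05 more than with any other well there. Pairs of plates with at least 4 such wells were kept. Replicates 2 and 7 of day 14 sham were found to be 1 plate counted 2 times, and their mean was used as 1 replicate. Values pooled over the cells of day 14 sham or of both sham groups hold the cells of both tables. Of 46 pooled ratios of named genes, 7 rest on other UMIs of the lower group when replicate 2 is left out, and each of these that is reported has that value beside it. Bounds for genes with 0 UMIs in sham leave replicate 2 out.

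For gene tests, UMIs were summed per plate and cell type and fitted for all groups at once with edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood F test). P values were adjusted with the Benjamini-Hochberg method over all genes of a comparison, at a threshold of 0.05. The groups share 1 estimate of the spread, so a group with a single plate is assumed to vary like the others. The planned minimum was 10 cells of the type per plate. No MI plate reached 10 cardiomyocyte-like cells and no sham plate 10 fibroblast-like cells, so comparisons of MI cardiomyocytes and all comparisons of fibroblasts used at least 5 cells per plate instead, a change made after the cells had been counted. Zeb2 did not pass the gene filter at 5 cells, and its MI comparisons used a fit without that filter. Values per plate are UMI counts of a gene per 1e6 UMIs (CPM) with the standard deviation (SD) over plates, before TMM scaling. Log2 fold changes are given with their standard error (SE) and after TMM scaling, so the sign of a small change can differ from that of the CPM.

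The 11 secreted factors were tested as a set with camera (limma 3.58.1, inter-gene correlation 0.01) and fry. Shares of cells per plate were compared with exact permutation tests, two-sided, in scipy 1.17.1, and adjusted over 6 comparisons. Intervals are at the 95% level, from the Poisson distribution for pooled CPM and from the exact Clopper-Pearson method for shares of cells. They cover counting error only. Where a gene had 0 UMIs, 3 counts over all cells of the group were taken as the limit. Shares of cells with a Zeb2 UMI were also computed for the case of thinning every cell to 1000 UMIs. Other tools were numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 in Python 3.11.15, and DESeq2 1.42.0 in R 4.3.3. Gene positions and transcript lengths came from GENCODE vM21 on GRCm38.

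Groups, comparisons, tests, marker lists, the 11 factors, most alternatives and the rule for named genes were fixed before the data were examined. The rule names Zeb2, the 11 factors, B2m, Nppa, Nppb, Ankrd1, Pecam1, Vegfa and Bcl2l1 in every cardiomyocyte comparison, and Postn, Acta2, Col1a1, Col3a1, Fn1 and B2m in every fibroblast comparison. It adds the 5 higher and the 5 lower genes of each comparison with the largest log2 fold change among those past the threshold with a mean of at least 50 CPM. The rule gave 82 genes, of which 81 have a position in the annotation. Beta-s, a beta haemoglobin gene, has none. Results of some of these genes are not reported here.

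The analysis was repeated with DESeq2, RLE scaling, no gene filter, UMI minimums of 500 and 2000, and clustering at resolution 0.5. It was repeated with only cells whose own class markers held the most UMIs. For shares, classes were also given by the marker list with the most UMIs. In another alternative, cardiomyocyte-like cells with 1% or more of UMIs in macrophage, neutrophil or fibroblast markers were removed. Further alternatives were minimums of 5 and 20 cells per plate, a fit of only the groups compared, a replicate block and either sham group alone. Single plates were left out in turn. A plate alone in its group was not left out (IR day 1 for cardiomyocyte-like cells, day 14 sham for fibroblast-like cells). Added after the data were seen were the minimum of 5 cells as the reported setting, a minimum of 1 cell, a correction for shared UMIs, the plate deposited 2 times as 2 replicates or left out, removal of copied wells, and shares among cells of named clusters or without replicates 3 and 4 of day 14 sham. A further 3 lists of genes by place of protein synthesis (endoplasmic reticulum 70 genes, nucleus 15, cytosol 58) were written for later tests, and 10000 random lists matched in 20 bins of expression or transcript length were drawn for each. The fit was also tested on simulated data, in which 200 genes were raised or lowered 4 times in 1 group, as many up as down. The test called 152 of them (76%) with 10 false calls in IR day 3 cardiomyocytes, 95 (47.5%) with 2 in MI day 3 cardiomyocytes, and 111 (55.5%) with 4 in MI day 3 fibroblasts.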

Results

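UMI counts were collected from 36 plates with 13824 wells. Sham surgery was sampled at day 1 (4 plates) and day 14 (8 plates), IR at day 1 (9 plates), day 3 (7 plates) and day 14 (3 plates), and MI at day 3 (5 plates). Total UMIs per plate, mitochondrial and spike-in UMIs included, ranged from 1807508 to 3082010 for day 1 sham, from 176614 to 3341774 for day 14 sham and from 1029376 to 2129452 for IR day 1. They ranged from 285252 to 5551870 for IR day 3, from 2705635 to 4225419 for IR day 14 and from 3713893 to 5289230 for MI day 3. At least 1000 UMIs from nuclear genes were found in 3146 wells: 432 of day 1 sham, 407 of day 14 sham, 502 of IR day 1, 608 of IR day 3, 476 of IR day 14 and 721 of MI day 3. Replicate 2 of IR day 3 had 0 such wells. MI cells were deeper than the others, with a mean of 23882 UMIs from 3807 genes. The mean was 4472 UMIs for day 1 sham, 3470 for day 14 sham, 7164 for IR day 1, 7240 for IR day 3 and 4634 for IR day 14. The median mitochondrial share per cell was 10.5% in MI, 34.6% in IR day 1, 49.3% in IR day 3, and 72.1%, 71.9% and 74.0% in day 1 sham, day 14 sham and IR day 14.

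Clustering gave 16 clusters, 13 of which were named. Cardiomyocyte-like clusters held 1184 cells, macrophage-like 630, endothelial-like 412, fibroblast-like 295, neutrophil-like 158 and mural-like 21. No cluster met the rule for B cells or for T or NK cells. The rule needs 3 markers and the tables hold 2 of the 5 erythrocyte markers, so no cluster could be named after that class. The other 446 cells were in 3 unnamed clusters. One of these held 188 wells, 173 of them from MI, with a median of 1482 UMIs. Another held 172 cells led by Rhox8 and Kcnq1ot1, and the third held 86 cells led by Beta-s, Alas2 and Hba-a1, with 2 of 2 erythrocyte markers raised. Cardiomyocyte-like cells numbered 248 in day 1 sham, 235 in day 14 sham, 34 in IR day 1, 295 in IR day 3, 353 in IR day 14 and 19 in MI, where the plates held 2 to 6 each. All 19 MI cells of this class fell in 1 cluster of 296 cells led by Sprr1a, Nppa, Nmrk2, Clu and Nppb. Their median mitochondrial share was 5.83%, against 82.0% in sham and 75.7% in IR day 3 cardiomyocyte-like cells.

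Tables of several plates shared wells. Replicates 2 and 7 of day 14 sham had well depths with a Spearman correlation of 0.91, where the next pair of plates reached 0.65. The median correlation of their profiles was 0.799 between wells of the same number and 0.402 between other wells. Replicate 2 also held 18 wells that matched the wells of the same number on replicate 6 of IR day 3, sharing 89.9% of their genes with them against 50.4% with other wells. Its 7 macrophage-like cells were all among these, and replicate 7 held 0. Replicate 9 of IR day 1 held 17 wells matching replicate 5 and 7 matching replicate 8, and replicate 3 of IR day 1 held 4 matching replicate 2. In every other ordered pair of plates at most 2 wells matched. Copied wells numbered 44, of which 20 had 1000 UMIs.

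The share of cardiomyocyte-like cells addresses how the composition of the sampled cells differs after injury. It was 2.60% ± 1.18 (SD, n = 5) in MI day 3 and 50.1% ± 26.1 (n = 11) in sham, a difference of -47.5 points, larger than the spread between plates (exact permutation p 0.00962, adjusted 0.0144). The 5 MI plates lay between 1.34 and 3.95%, and the sham plates between 0 and 72.3%. The value of 0 came from replicates 3 and 4 of day 14 sham, where 20 of 23 and 20 of 20 cells were in unnamed clusters. Without these 2 plates the difference was -58.6 points (exact p 0.000999). Plates are not independent mice (some share a mouse), so these p values describe plates. Keeping only cells with 2000 UMIs moved this difference most, to -32.3 points. With day 14 sham alone as the control it was -44.0 points with an exact p of 0.0530. The share was 6.28% ± 4.10 (n = 9) in IR day 1 and 56.1% ± 11.7 (n = 4) in day 1 sham, lower on 9 of 9 plates than on any sham plate (exact permutation p 0.00280, the smallest this design allows, adjusted 0.00839). IR day 3 had 36.9% ± 19.3 (n = 6), which differed from sham by -13.2 points and less than the spread (exact permutation p 0.289, adjusted 0.289). Without replicates 3 and 4 of day 14 sham it differed by -24.3 points, with an unadjusted exact p of 0.00679. IR day 14 had 72.2% ± 8.99 (n = 3) and day 14 sham 46.6% ± 32.1 (n = 7), a difference of 25.6 points, also within the spread (exact permutation p 0.15, adjusted 0.18, smallest possible 0.0167). Without replicates 3 and 4 of day 14 sham the difference was 6.97 points (exact p 0.321). The share was lower in MI than in IR day 3 by the permutation test, with a difference of -34.3 points (exact p 0.00433, the smallest possible, adjusted 0.00866) and every MI plate under every IR plate. Macrophage-like cells made up 39.1% ± 5.34 (n = 5) in MI and 4.54% ± 3.72 (n = 11) in sham, a difference of 34.5 points with every MI plate above every sham plate (exact permutation p 0.000458, the smallest possible, adjusted 0.00275). Their share was 22.6% ± 6.77 (n = 9) in IR day 1, 33.9% ± 11.8 (n = 6) in IR day 3 and 1.32% ± 2.29 (n = 3) in IR day 14. The MI plates form 1 batch, so no value within a batch can be given for MI.

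**Figure D1:**
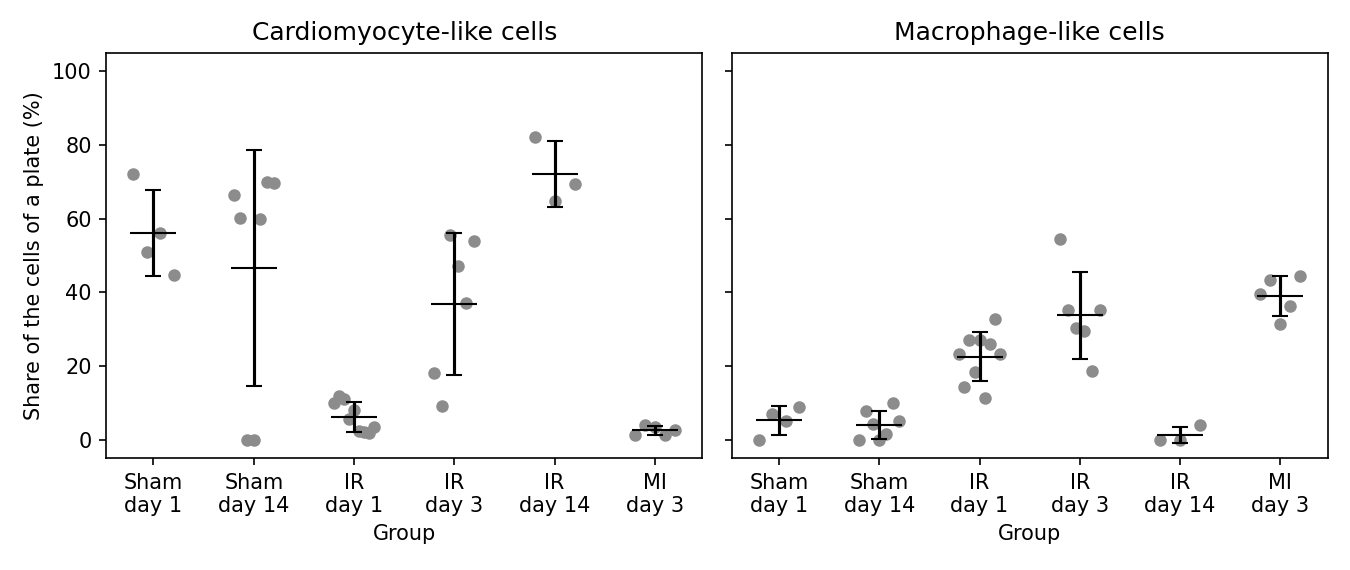
Share of kept cells (%) in cardiomyocyte-like and macrophage-like clusters by group, each point a plate, with the mean as a horizontal line and the SD as whiskers. The 5 MI plates lie between 1.34 and 3.95% for cardiomyocyte-like cells.

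Genes of cardiomyocyte-like cells were compared between MI day 3 and sham, the comparison in which the study looked for genes changed by infarction. MI entered with 2 plates of at least 5 such cells (replicates 2 and 3) and sham with 9. Summed libraries of this fit held 6209 to 859933 UMIs. Of 4308 genes tested, 1539 passed the threshold, 591 higher and 948 lower in MI. The count was 505 without MI replicate 2 and 981 without MI replicate 3. Among the other settings, removing cells that carried markers of other classes moved it most, to 1115 (744 higher, 371 lower), with 1 MI plate left. At least 1 cell per plate gave 717 higher and 473 lower. The median log2 fold change of all genes was -0.24 with TMM and 0.04 with RLE scaling, and the share of called genes that were higher rose from 38.4% to 51.0% under RLE and to 52.6% with DESeq2. The ribosomal transcript Rn45s took 25.8% ± 2.02 (SD, n = 4) of cardiomyocyte UMIs in day 1 sham, 24.8% ± 12.5 (n = 5) in day 14 sham and 4.03% ± 3.25 (n = 5) in MI, which raises the CPM of other genes in MI before scaling.

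The 5 higher genes with the largest change had more CPM on both MI plates than on any sham plate. Sprr1a (GRCm38 chromosome 3, 92483952 to 92485895) had 631 ± 540 CPM (SD, n = 2) in MI and 1.74 ± 5.21 (n = 9) in sham, from 1 UMI in 483 sham cells (log2 fold change 8.55 ± 0.92 SE, adjusted p 7.93e-12). Over all cells the ratio was 1301-fold, with a counting interval of 233 to 51373. The 1 UMI is in replicate 2 of day 14 sham, and without this table of the plate deposited 2 times sham had 0 UMIs and the ratio was at least 416-fold. Nmrk2 (chromosome 10, 81198170 to 81202051) had 871 ± 497 against 10.8 ± 15.3 CPM (log2 5.41 ± 0.47, adjusted p 1.2e-15). Uck2 (chromosome 1, 167222883 to 167285320) had 921 ± 138 against 18.7 ± 15 CPM (log2 4.56 ± 0.44, adjusted p 1.53e-13). Timp1 (chromosome X, 20870166 to 20874735) had 148 ± 47.4 against 5.57 ± 9.21 CPM (log2 4.88 ± 0.87, adjusted p 6.02e-06). Lgals3 (chromosome 14, 47367751 to 47386160) had 81.0 ± 82.5 CPM in MI against 2 UMIs in sham, an 83.5-fold ratio with an interval of 23.1 to 689, and its call was lost without MI replicate 2 (log2 3.34).

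The 5 lower genes with the largest change had 0 UMIs on both MI plates of the fit. Over all 19 MI cells, 3 counts amount to 13.1 CPM. Cpe (chromosome 8, 64592542 to 64693054) had 0 UMIs there and 404 ± 80.5 CPM (SD, n = 9) over sham plates. It was at least 31.1-fold lower than its level pooled over sham cells, 406 CPM. Hhatl had 0 UMIs there and 278 ± 113 CPM over sham plates. It was at least 24.6-fold lower than its pooled sham level, 321 CPM. Gja1 (chromosome 10, 56377330 to 56402513) had 7 UMIs in the cells of the other MI plates, and its pooled level was 15.1-fold lower than in sham, with an interval of 7.33 to 37.5. Bcam had 4 UMIs and was 23.2-fold lower, with an interval of 9.05 to 85.1. Sgca had 1 UMI and was 82.5-fold lower, with an interval of 14.8 to 3260. Adjusted p ranged from 8.71e-09 (Bcam) to 6.74e-08 (Hhatl).

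Of the 19 genes named in advance, 7 were higher and 3 lower in MI, and 9 did not pass (adjusted p 0.0553 to 0.916). With DESeq2 9 of the 19 passed. Ankrd1 (chromosome 19, 36111961 to 36120099) had 12172 ± 7720 CPM (SD, n = 2) in MI and 1195 ± 578 (n = 9) in sham, higher on both MI plates (log2 2.52 ± 0.38, adjusted p 1.31e-07). Vegfa (chromosome 17, 46016993 to 46032369) had 19.0 ± 26.9 against 548 ± 327 CPM, lower on both MI plates (log2 -5.0 ± 0.78, adjusted p 4.25e-07). A list of transcripts of proteins made at the endoplasmic reticulum was low as a whole in these cells (median log2 fold change -3.36), as given below. Whether the fall of Vegfa is particular to this gene was not tested. Nppa (log2 -0.25 ± 0.72, adjusted p 0.809) and Nppb (log2 -0.08 ± 0.53, adjusted p 0.916) did not differ beyond the spread, and the sign of each changed with the setting. B2m did not pass (log2 -0.87 ± 0.55, adjusted p 0.213), nor did Pecam1 (log2 -1.43 ± 1.15, adjusted p 0.337) or Bcl2l1 (log2 1.20 ± 0.84, adjusted p 0.269).

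The 11 secreted factors were picked by the study from other samples, and their RNA in cardiomyocyte-like cells was compared between MI and sham. Their median log2 fold change was 1.17 and the mean 1.01 (camera p 0.00287, fry p 0.0163), with 7 of 11 higher in sign. The camera call held in every setting run, with p from 3.26e-05 to 0.0229. The fry call was lost with day 1 sham alone (p 0.0868), without MI replicate 2 (p 0.0846) and without MI replicate 3 (p 0.0534). Of the 11, 6 were higher and 2 lower past the threshold over all genes, and 9 passed adjusted over the list alone. Dynll1 (chromosome 5, 115297110 to 115300999) had 594 ± 87.9 CPM (SD, n = 2) in MI and 18.4 ± 16.2 (n = 9) in sham (log2 4.05 ± 0.44, adjusted p 7.93e-12). Tmsb10 had 322 ± 25.1 against 20.5 ± 22.8 CPM (log2 2.98 ± 0.50, adjusted p 2.01e-06), and Gnb2l1 1141 ± 142 against 187 ± 76.4 CPM (log2 1.95 ± 0.36, adjusted p 1.45e-05). These 3 were higher on both MI plates than on any sham plate and kept their call in every setting run. Clic1 (log2 2.39 ± 0.58, adjusted p 0.000679), Tmsb4x (log2 1.17 ± 0.42, adjusted p 0.0217) and Basp1 (log2 2.22 ± 0.90, adjusted p 0.0448) were also higher on both MI plates, and Spcs2 (log2 -2.07 ± 0.70, adjusted p 0.0158) and Tapbp (log2 -2.13 ± 0.80, adjusted p 0.0289) lower on both than the sham mean. Without MI replicate 2 none of these 5 passed (1.85, 1.11, 2.72, -2.68 and -2.34). Without MI replicate 3 Basp1 (2.03), Spcs2 (-1.42) and Tapbp (-1.66) did not. Spcs2 also failed without day 14 sham replicate 8 (-1.79), Basp1 without day 14 sham replicate 6 (2.18), and Tapbp without day 1 sham replicate 1 (-2.0) or 3 (-1.90) or day 14 sham replicate 1 (-1.89), 5 (-1.95) or 8 (-1.91). In other settings the call was lost in 8 of 14 for Tapbp, 6 of 14 for Basp1, 4 of 15 for Spcs2, 3 of 16 for Tmsb4x and 0 of 16 for Clic1. Ywhab did not pass over all genes (log2 0.95 ± 0.40, adjusted p 0.0553) but did without day 1 sham replicate 1 (1.20) or 3 (1.24) or day 14 sham replicate 1 (1.18), 5 (1.09) or 8 (1.22), and in 9 of 16 other settings, DESeq2 (1.24) and RLE scaling (1.23) among them. Ptma (log2 -0.24 ± 0.61, adjusted p 0.784) and App (log2 -0.19 ± 0.63, adjusted p 0.841) did not pass, and their sign changed with the setting. Tmsb4x, Tmsb10, Ptma and Gnb2l1 have near-identical copies in the genome, so how reads were divided among the copies is uncertain.

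MI day 3 was compared with IR day 3 to ask how permanent and temporary ligation differ on the same day, in 2 against 5 plates. Of 4308 genes, 1021 passed, 321 higher and 700 lower in MI. The count was 165 without MI replicate 2 and 584 without MI replicate 3. The median of all genes was -0.27 with TMM and -0.12 with RLE, and the share of called genes that were higher went from 31.4% to 39.8%. More genes were higher than lower without cells that carried markers of other classes (414 and 235) and with at least 1 cell per plate (506 and 408), so the balance depends on the setting. Pdlim7 had 1120 ± 401 CPM (SD, n = 2) in MI and 110 ± 68.9 (n = 5) in IR (log2 3.32 ± 0.43, adjusted p 3.12e-08). Ppp1r14b had 465 ± 113 against 41.9 ± 46.1 CPM (log2 3.44 ± 0.54, adjusted p 1.96e-06), and Nmrk2 871 ± 497 against 59.4 ± 53.1 CPM (log2 2.92 ± 0.45, adjusted p 1.24e-06). Kif3a was also higher (log2 3.12 ± 0.53, adjusted p 7.3e-06). These 4 were higher on both MI plates than on any IR plate. Of the lower genes, Gja1, Bcam, Cpe, Sgca and Lrtm1 had 0 UMIs on both MI plates of the fit. Over all MI cells Cpe was at least 26.1-fold and Lrtm1 at least 22-fold lower than in IR. Vegfa was lower (log2 -4.49 ± 0.82, adjusted p 2.38e-05) on both MI plates than the IR mean. The endoplasmic reticulum list was low in this comparison too (median log2 fold change -3.16). Of the 19 genes named in advance, 3 were higher and 3 lower, and 13 did not pass (adjusted p 0.0646 to 1). With DESeq2 3 of the 19 passed. Dynll1 was higher on both MI plates (log2 2.66 ± 0.46, adjusted p 1.05e-05). The calls of Tmsb10 (log2 1.57 ± 0.50, adjusted p 0.0156), Gnb2l1 (log2 1.12 ± 0.41, adjusted p 0.0379), Spcs2 (log2 -1.95 ± 0.73, adjusted p 0.0405) and B2m (log2 -1.64 ± 0.56, adjusted p 0.0258) were lost without MI replicate 2 (1.57, 0.94, -2.56 and -1.18). Those of Spcs2 (-1.41) and B2m (-1.78) were lost without MI replicate 3. Gnb2l1, Spcs2 and B2m lost theirs without IR day 3 replicate 4 (1.19, -1.60 and -1.28) or 7 (1.17, -1.60 and -1.17), and Gnb2l1 without IR day 3 replicate 6 (1.09). Nppa (log2 -1.70 ± 0.82, adjusted p 0.123), Nppb (log2 -1.39 ± 0.57, adjusted p 0.0646) and Ankrd1 (log2 0.97 ± 0.44, adjusted p 0.103) did not pass. Nppb passed without IR day 3 replicate 3 (-1.58) or MI replicate 3 (-3.62), and Ankrd1 without IR day 3 replicate 3 (1.11).

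IR day 1 was compared with day 1 sham to ask which genes change 1 day after temporary ligation. A single IR plate, with 12 cardiomyocyte-like cells, reached the minimum of 10, and sham had 4 plates. IR has no replicates here and its spread is assumed to be that of the other groups, so the calls describe this plate and do not show what holds across IR plates. Of 6032 genes, 210 passed in edgeR, 80 higher and 130 lower. The count was 1147 with a minimum of 500 UMIs, 520 with at least 5 cells per plate and 110 with DESeq2. Leaving out single sham plates gave 140 (day 1 sham replicate 3) to 211 (replicate 4). The median of all genes was -0.80 with TMM and -0.33 with RLE, and 38.1% of called genes were higher with TMM, 71.1% with RLE and 77.3% with DESeq2. Spp1 had 794 CPM in IR and 3.63 ± 7.26 (SD, n = 4) in sham (log2 6.69 ± 0.85, adjusted p 9.33e-07). Timp1 had 847 against 12.5 ± 10.5 CPM (log2 5.28 ± 0.67, adjusted p 9.33e-07). Nmrk2 (log2 5.20 ± 0.85, adjusted p 7.48e-05), Fn1 (log2 5.07 ± 0.93, adjusted p 0.000464) and Ccl2 (log2 5.00 ± 0.83, adjusted p 9.71e-05) followed, each above every sham plate. The lower genes Slc2a4, Hfe2, Gm7609, Dlst and Adck3 had 0 UMIs on this plate but 4 to 15 in the 34 IR cells of all plates. Slc2a4 was 12.2-fold lower over all cells, with an interval of 4.76 to 44.7, and Dlst 1.68-fold lower, with an interval of 1.02 to 3.00. Gm7609 is a transcribed pseudogene whose reads are uncertain. With DESeq2 these 5 genes and Spp1, Fn1, Ccl2 and Nppa did not pass, and B2m did (log2 2.03). Of 18 genes named in advance and tested, 2 passed and 16 did not (adjusted p 0.0660 to 0.913). Nppb had 4368 CPM against 346 ± 141 (log2 3.01 ± 0.44, adjusted p 7.54e-06). Nppa was higher (log2 2.98 ± 0.79, adjusted p 0.0217), a call lost without day 1 sham replicate 1 (2.76) or 3 (2.79). B2m (log2 1.55 ± 0.53, adjusted p 0.0936), Ankrd1 (log2 1.19 ± 0.45, adjusted p 0.139) and Vegfa (log2 -2.07 ± 0.66, adjusted p 0.0660) did not pass. B2m did without day 1 sham replicate 3 (1.90) and Ankrd1 without replicate 2 (1.52).

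IR day 3 was compared with sham to ask which genes change 3 days after temporary ligation, in 4 against 8 plates. Libraries of all groups in this fit held 37774 to 859933 UMIs, and the smallest in this comparison held 54095. Of 6032 genes, 407 passed, 259 higher and 148 lower. The count was 238 without IR day 3 replicate 4 and 195 without replicate 7. Sprr1a had 909 ± 736 CPM (SD, n = 4) in IR and 1.95 ± 5.53 (n = 8) in sham, higher on 4 of 4 plates (log2 9.67 ± 0.74, adjusted p 7.32e-14). From 1 UMI in all sham cells, its pooled ratio was 1146-fold, and at least 367-fold without replicate 2 of day 14 sham, which holds this UMI. Gpnmb had 196 ± 155 CPM, a pooled 449-fold ratio over 1 sham UMI with an interval of 80.6 to 17737, and was higher on 3 of 4 plates. Lgals3 had 286 ± 232 CPM and 2 UMIs in sham, a pooled 167-fold ratio. Spp1 (log2 5.94 ± 0.50, adjusted p 7.61e-13) and Ctss (log2 5.28 ± 0.45, adjusted p 7.61e-13) were higher than the sham mean on 4 of 4 plates. Gpnmb, Lgals3, Spp1 and Ctss are abundant in macrophage-like cells. With macrophages taken as the only source, their level here did not exceed the one expected from macrophage markers in the same wells. Cxcr2 had 19.4 ± 15.5 against 130 ± 109 CPM (log2 -2.67 ± 0.43, adjusted p 1.42e-05), lower on 4 of 4 plates. Beta-s (log2 -2.81 ± 0.63, adjusted p 0.00216), Mageb16-ps1 (log2 -2.77 ± 0.48, adjusted p 4.69e-05), Lgals4 (log2 -2.63 ± 0.49, adjusted p 0.000167) and Slfn9 (log2 -2.56 ± 0.45, adjusted p 5.23e-05) were also under the sham mean on 4 of 4 plates. Beta-s and the pseudogene Mageb16-ps1 have near-identical copies, so their reads are uncertain.

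Of 18 genes named in advance and tested for IR day 3, 8 were higher and 10 did not pass (adjusted p 0.0683 to 0.952). With DESeq2 4 of the 18 passed. Nppb had 982 ± 354 CPM (SD, n = 4) against 293 ± 150 (n = 8) (log2 1.5 ± 0.27, adjusted p 0.000101). Ankrd1 had 3859 ± 992 against 1254 ± 589 CPM (log2 1.31 ± 0.25, adjusted p 0.000262), and Tmsb4x 518 ± 164 against 170 ± 85.4 CPM (log2 1.38 ± 0.25, adjusted p 0.000137). These 3 were above the sham mean on 4 of 4 plates. Basp1 (log2 2.11 ± 0.64, adjusted p 0.0324), Nppa (log2 1.57 ± 0.49, adjusted p 0.0383), Tmsb10 (log2 1.43 ± 0.45, adjusted p 0.0415), B2m (log2 0.82 ± 0.26, adjusted p 0.0415) and App (log2 0.99 ± 0.31, adjusted p 0.0444) were above it on 4, 4, 3, 3 and 3 plates. In that order, these 5 lost their call without IR day 3 replicate 4 (2.34, 1.54, 1.41, 0.74 and 0.93), without IR day 3 replicate 7 (2.16, 1.73, 1.43, 0.65 and 0.69) and without day 1 sham replicate 1 (2.04, 1.38, 1.35, 0.77 and 0.85). Basp1 (1.81), Tmsb10 (1.28) and B2m (0.84) lost it without IR day 3 replicate 6, and Nppa (1.10) without IR day 3 replicate 5. Basp1 (2.21), Nppa (1.40) and App (1.04) lost it without day 1 sham replicate 3, and Tmsb10 (1.29), B2m (0.76) and App (0.96) without day 1 sham replicate 4. Basp1 (1.94), Nppa (1.45), Tmsb10 (1.25) and B2m (0.82) lost it without day 14 sham replicate 8, B2m (0.83) and App (1.05) without day 14 sham replicate 1, and App without day 14 sham replicate 2 (0.96) or 5 (0.97). Of 17 other settings, App and Tmsb10 lost the call in 9 each, Nppa in 8, B2m in 7, Nppb in 2, Tmsb4x in 1 and Ankrd1 in 0. Basp1 lost it in 4 of 14.

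IR day 14 was compared with day 14 sham to ask what remains 14 days after temporary ligation, in 3 against 4 plates. Of 6032 genes, 10 passed, 8 higher and 2 lower. The count was 6 without day 14 sham replicate 1, 2 without day 14 sham replicate 5 and 1 without IR day 14 replicate 3, and 80% of called genes were higher with TMM against 66.7% with RLE. Myh7 (chromosome 14, 54970684 to 54994626) had 674 ± 230 CPM (SD, n = 3) in IR and 42.1 ± 32.2 (n = 4) in sham, above every sham plate on 3 of 3 plates (log2 4.15 ± 0.46, adjusted p 3.09e-08), and passed in every setting run. Col1a2 (log2 3.19 ± 0.59, adjusted p 0.00253), Col3a1 (log2 2.61 ± 0.55, adjusted p 0.0194) and Pabpc4 (log2 2.26 ± 0.51, adjusted p 0.0274) were higher on 3 of 3 plates. Nppa had 5106 ± 4890 against 664 ± 663 CPM and was above the sham mean on 2 of 3 plates (log2 2.87 ± 0.64, adjusted p 0.0274), and Nppb was on 3 of 3 (log2 1.58 ± 0.35, adjusted p 0.0274). Beta-s was lower on 3 of 3 plates (log2 -3.87 ± 0.66, adjusted p 0.000855). Without IR day 14 replicate 3 these 6 lost their call (2.58, 2.07, 2.32, 1.81, 1.24 and -3.75). Without day 14 sham replicate 5 Col1a2 (2.82), Col3a1 (2.33), Pabpc4 (2.45), Nppa (2.89) and Beta-s (-1.71) did, without replicate 1 Col1a2 (2.89), Col3a1 (2.96), Pabpc4 (1.95) and Nppb (1.23), and without replicate 8 Pabpc4 (2.41), Nppa (2.62) and Nppb (1.65). Nppa (3.00) lost it without IR day 14 replicate 1, and Pabpc4 (2.01) and Nppb (1.59) without IR day 14 replicate 2. Ankrd1 did not pass (log2 1.13 ± 0.32, adjusted p 0.257), except without day 14 sham replicate 8 (1.64). Of 18 genes named in advance and tested, 16 did not pass (adjusted p 0.257 to 0.997). With DESeq2 0 of the 18 passed, and Nppa lost its call in 6 and Nppb in 8 of 15 other settings, DESeq2 and RLE scaling among them.

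The sham groups of day 14 and day 1 were compared as the background of the other comparisons, in 4 against 4 plates. Of 6032 genes, 42 passed, 13 higher and 29 lower at day 14. The count was 27 without day 1 sham replicate 2 and 23 without day 1 sham replicate 3. Lcn2 (chromosome 2, 32384633 to 32388252) had 5.49 ± 7.39 CPM (SD, n = 4) at day 14 and 209 ± 136 (n = 4) at day 1 (log2 -5.93 ± 0.74, adjusted p 8.23e-07). Lrg1 had 54.9 ± 28.3 against 453 ± 277 CPM (log2 -3.23 ± 0.43, adjusted p 2.57e-06). Mt2 (log2 -3.40 ± 0.58, adjusted p 0.000271), Mgp (log2 -2.72 ± 0.48, adjusted p 0.000501) and Pabpc4 (log2 -2.61 ± 0.50, adjusted p 0.00149) were also lower, all 5 under the day 1 mean on 4 of 4 plates. Sh3glb1 had 223 ± 33.7 against 72.6 ± 16.6 CPM (log2 1.47 ± 0.32, adjusted p 0.0088), a call lost without day 1 sham replicate 2 (1.31). Cd209c (log2 1.81 ± 0.38, adjusted p 0.00646) and Tspan9 (log2 1.66 ± 0.36, adjusted p 0.00755) lost theirs without day 1 sham replicate 3 (1.69 and 1.43), and Wbp2 (log2 1.44 ± 0.34, adjusted p 0.0230) without replicate 3 (1.28) or 4 (1.32) or day 14 sham replicate 5 (1.25). These 4 were above the day 1 mean on 4 of 4 plates. Beta-s was above it on 2 of 4 (log2 2.27 ± 0.57, adjusted p 0.0338) and fell to 0.11 without day 14 sham replicate 5, and its call was lost too without day 1 sham replicate 1 (1.85), 3 (2.09) or 4 (2.05). Of 18 genes named in advance and tested, 0 passed with edgeR (adjusted p 0.129 to 1) or DESeq2, and 4 had an unadjusted edgeR p under 0.05.

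Zeb2 (chromosome 2, 44983632 to 45117395), the gene the study is about, was compared in cardiomyocyte-like cells and between cell types. It had 57.9 ± 46.1 CPM (SD, n = 2) on the MI plates, from 6 UMIs, and 10.5 ± 8.94 (n = 9) in sham, a difference not detectable at this depth (log2 1.10 ± 0.83, adjusted p 0.529). Both MI plates were above the sham mean, and the mean was 25.3 CPM or 90.5 CPM without one or the other of them. Removing cells that carried markers of other classes moved the fold change most, to 0.46, apart from leaving out an MI plate (1.74 without replicate 2, 0.30 without replicate 3). Only a minimum of 1 cell per plate gave a call (log2 1.63, adjusted p 0.0281), and adjusted p ran from 0.0281 to 1.00 over all settings. Pooled over cells, MI had 69.6 CPM (interval 39.8 to 113) from 16 UMIs and sham 11.9 (7.16 to 18.6). One MI cell held 7 of the 16 UMIs, and without it the level was 39.8 CPM. A Zeb2 UMI was found in 31.6% of 19 MI cells (12.6 to 56.6%) at a median depth of 8820 UMIs, and in 2.90% of 483 sham cells (1.59 to 4.82%) at 2069 UMIs. The 483 hold the cells of both tables of the plate deposited 2 times. Without its replicate 2, the 458 sham cells gave 3.06% (1.68 to 5.08%) and 12.4 CPM (7.46 to 19.3). Thinned to 1000 UMIs, the shares were 14.8% and 1.20%. No measured class can be taken to lack Zeb2. The class with the lowest pooled MI level was the endothelial-like one, where 28.8% of MI cells (17.8 to 42.1%) had a UMI at a median depth of 16645, 5.12% after thinning. Endothelial-like cells had 65.0 ± 75.1 CPM (n = 5) in MI and 36.4 ± 32.1 (n = 8) in sham, fibroblast-like cells 121 ± 19.0 (n = 5) and 99.5 ± 72.2 (n = 4). Macrophage-like cells had 285 ± 36.2 CPM (n = 5) in MI, 268 ± 17.1 (n = 6) in IR day 3 and 536 ± 103 (n = 3) in day 1 sham. No day 14 sham plate entered with 5 such cells, and its 14 cells, 7 of them copied from an IR plate, pool to 283 CPM (155 to 474), against 291 in MI.

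Zeb2 did not pass in the other 5 comparisons of cardiomyocyte-like cells with edgeR, and its lowest unadjusted p there was 0.127. Its log2 fold change was 0.13 ± 0.82 between MI and IR day 3 (adjusted p 1), 1.38 ± 1.44 for IR day 1 (adjusted p 0.596), 0.90 ± 0.58 for IR day 3 (adjusted p 0.421), 0.72 ± 0.73 for IR day 14 (adjusted p 0.967) and -0.13 ± 0.82 between the sham groups (adjusted p 0.972). Its level was 28.8 ± 27.5 CPM (SD, n = 4) in IR day 3 and 20.4 ± 1.88 (n = 3) in IR day 14. The sign changed between MI and IR day 3 without MI replicate 3 (-0.68) or IR day 3 replicate 5 (-0.03), and between the sham groups without day 1 sham replicate 2 (0.16) or 3 (0.11) or day 14 sham replicate 5 (0.20).

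**Figure D2:**
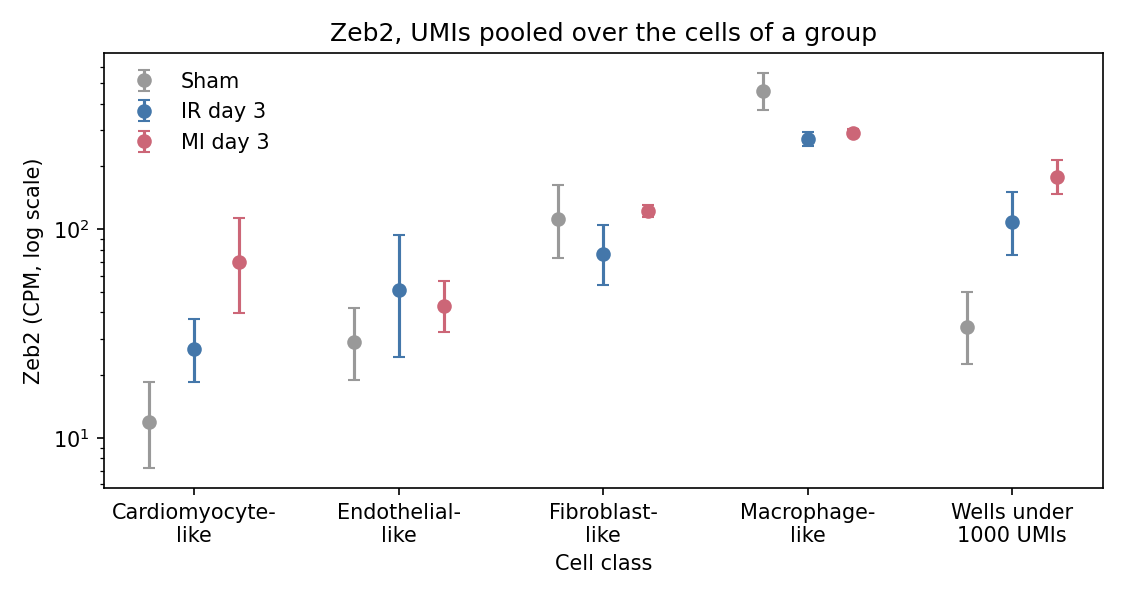
Zeb2 level in CPM on a log scale, from UMIs pooled over the cells of each class in sham, IR day 3 and MI day 3 and over wells under 1000 UMIs, with 95% counting intervals. Cardiomyocyte-like cells lie at 69.6 CPM (39.8 to 113) in MI and 11.9 CPM (7.16 to 18.6) in sham.

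Fibroblast-like cells were compared to ask how the scar-forming cells change. The sham side held 3 plates of day 1 and 1 of day 14, and this 1 plate weighed as much as the 3 together. In MI day 3 against sham, 5 plates were set against 4, with libraries of 27506 to 1756120 UMIs in this fit. Of 5934 genes 1096 passed, 702 higher and 394 lower. Fitting only the groups compared raised this count to 2059, and the replicate block lowered it to 552. Against day 14 sham alone, a single plate, it was lower still, so it depends on the choice of sham. The median of all genes was 0.39 with TMM and 0.13 with RLE, and the share of called genes that were higher was 64.1% with TMM, 45.5% with RLE and 38.7% with DESeq2. Tnc had 754 ± 309 CPM (SD, n = 5) in MI and 0 UMIs in all sham cells. Its level pooled over MI cells was 791 CPM. This was at least 59.1-fold higher than 3 counts over the sham cells, with the plate deposited 2 times counted once. Spp1 had 1 UMI in sham and was 245-fold higher, with an interval of 44.0 to 9679. Without replicate 2 of day 14 sham, which holds this UMI, it was at least 78.7-fold higher. H19, a long intergenic RNA, was at least 16.8-fold higher, a call lost without MI replicate 4 (log2 9.32) or day 1 sham replicate 1, 3 or 4 (log2 9.70 each). Adjusted p was 0.000226 for Tnc, 0.0122 for Spp1 and 0.0373 for H19, and these 3 were higher on 5 of 5 plates. Scara5 had 3.40 ± 1.71 against 427 ± 189 CPM (log2 -6.88 ± 0.58, adjusted p 1.51e-08) and Pi16 15.9 ± 8.49 against 1698 ± 1386 CPM (log2 -6.74 ± 0.79, adjusted p 2.06e-06), lower on 5 of 5 plates. Myh6 (log2 -8.87 ± 0.88, adjusted p 1.3e-07), Ttn (log2 -7.86 ± 0.90, adjusted p 1.29e-06) and Casq2 (log2 -6.74 ± 0.98, adjusted p 3.97e-05, lost without day 1 sham replicate 1 at -3.08) are cardiomyocyte genes, and their level in sham fibroblast-like cells did not exceed the one expected from other cardiomyocyte markers in the same wells.

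Of the 6 genes named in advance for fibroblasts, 4 were higher and 1 lower in MI. Acta2 had 1397 ± 164 CPM (SD, n = 5) against 202 ± 257 (n = 4) (log2 4.28 ± 1.12, adjusted p 0.00982). Col1a1 had 8531 ± 485 against 2068 ± 908 CPM (log2 2.00 ± 0.56, adjusted p 0.0150), and Fn1 was higher (log2 2.18 ± 0.61, adjusted p 0.0143). Postn (chromosome 3, 54361109 to 54391037) had 751 ± 205 against 151 ± 222 CPM (log2 2.22 ± 0.77, adjusted p 0.0445), a call lost without MI replicate 1 (2.13), 3 (2.25) or 5 (2.09) or day 1 sham replicate 1 (1.96) or 4 (2.01). Its size rests on the sham plates, with 6.09 without day 1 sham replicate 3 and 0.81 (no call) against day 14 sham alone. RLE scaling (1.96) and at least 1 cell per plate (0.99) gave no call either. These 4 were above every sham plate on 5 of 5 plates. B2m was lower on 5 of 5 (485 ± 59.2 against 1478 ± 215 CPM, log2 -1.54 ± 0.28, adjusted p 0.000434), and Col3a1 did not pass (log2 0.75 ± 0.57, adjusted p 0.388). With DESeq2 5 of the 6 passed.

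In IR day 3 fibroblast-like cells, 4 plates against the same 4 of sham, 103 genes passed, 72 higher and 31 lower. The count was 65 without day 1 sham replicate 4, 169 without IR day 3 replicate 3, 65 without IR day 3 replicate 4 and 53 without IR day 3 replicate 7. The median of all genes was 0.35 with TMM and 0.19 with RLE, and 69.9% of called genes were higher with TMM, 56.3% with RLE and 48.2% with DESeq2. Postn had 5193 ± 2501 CPM (SD, n = 4) in IR and 151 ± 222 (n = 4) in sham (log2 5.12 ± 0.90, adjusted p 0.00554), with 8.99 without day 1 sham replicate 3 and 3.71 (no call) against day 14 sham alone. Col1a1 (log2 3.06 ± 0.62, adjusted p 0.0118) and Fn1 (log2 3.14 ± 0.66, adjusted p 0.0126) were higher too, all 3 above every sham plate on 4 of 4 plates. Acta2 (log2 3.87 ± 1.15, adjusted p 0.0834), Col3a1 (log2 2.14 ± 0.65, adjusted p 0.0896) and B2m (log2 -0.38 ± 0.30, adjusted p 0.559) did not pass. Acta2 did without IR day 3 replicate 3 (4.16) or day 1 sham replicate 3 (4.76), and Col3a1 without day 1 sham replicate 3 (2.71). Both also passed with DESeq2 (3.82 and 2.02), without the gene filter (3.98 and 2.23) and with at least 1 cell per plate (3.31 and 2.51), and each in 4 of 14 other settings in all. Tnc was at least 46.1-fold and Ddah1 at least 22.6-fold higher than in sham. Spp1 was 850-fold higher over 1 sham UMI and at least 273-fold without replicate 2 of day 14 sham, a call lost without IR day 3 replicate 4 (log2 9.69) or day 1 sham replicate 1 (log2 12.80) or 4 (log2 12.75). Stmn1 had 0 UMIs on the sham plates of the fit but 12 in all sham cells, a 2.99-fold ratio. The lower genes Gsta3, Bmp4, Spon1, Selenbp1 and Cyp27a1 (log2 -5.59 to -3.34) each lost their call without at least 1 IR plate. In IR day 14 against day 14 sham, 2 plates against 1, only Lyve1 and Cbr2 passed with edgeR, both lower. Both are among the 10 leading genes of a macrophage-like cluster, and whether macrophage RNA in the wells of the 1 sham plate accounts for them was not tested. Lyve1 had 0 UMIs in the 17 IR cells and was at least 33.2-fold lower, and Cbr2 had 1 UMI and was 113-fold lower, with an interval of 20.3 to 4464. Without IR day 14 replicate 1 a single gene passed, and without replicate 3 the count was 0. Of the 6 genes named in advance, 0 passed there with edgeR (adjusted p 0.671 to 1) or DESeq2, and 1 had an unadjusted edgeR p under 0.05.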

Values the study reported

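The study gave a mean of 24,840 transcripts and 2,768 genes in each cell and kept 1186 cells, 465 from sham and 721 from 3 days after MI. Tissue came from 3 mice per condition. The cells fell into 14 clusters. In cardiomyocytes of the injured heart it found 263 enriched genes (log2 fold change above 6), of which 11 encode transcription factors, ZEB2 among them.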

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

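Of the tests in this part, the origin of Zeb2 RNA in the wells of cardiomyocyte-like cells the nature of the unnamed cluster and the count of genes rarer in wells with few UMIs were chosen after the results had been seen.

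Within each group, the plate furthest from the others was compared with Dixon's critical value in 38 groups of values. In 3 of them a plate lay past it, where chance alone gives about 5% of groups. Replicate 3 of IR day 1 had 107 wells with 1000 UMIs, the highest of 9 plates. No biological explanation was tested for this plate, and its 4 wells that match replicate 2 are too few to account for the number. Replicate 2 of IR day 3 had a mitochondrial share of 22.7% of its UMIs, the lowest of 7 plates, and a spike-in share of 67.3%, the highest of 7. It had 0 wells with 1000 UMIs. A plate on which few cells gave RNA would show both values, but no test here tells a failed sort from a failed reaction, and the plate entered no comparison of genes.

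The change after IR in cardiomyocyte-like cells differed between day 3 and day 14 for 175 genes of 6032 by a test of the difference itself, 79 with a higher change at day 3 and 96 with a lower one. RNA of macrophages in the same wells could raise only the 79. Without the cells that carried markers of other classes, 56 of the 79 (70.9%) stayed past the threshold in the same direction. Of all 175, 135 (77.1%) did. That filter removed a cell only at 1% of UMIs in such markers, while macrophage-like clusters held 2.10 to 3.12% in macrophage markers. Wells with a small part of macrophage RNA pass it, so it cannot exclude such RNA. For 15.2% of the 79 genes the level expected from macrophage RNA reached the lower bound of the observed one. For the others it did not, which argues against macrophage RNA as their whole cause. The expected level was 45.7% of the observed one for the median gene, so part of the higher change may come from macrophages. For the lower changes, background transcripts, whose share falls as a well holds more RNA, cannot be told apart from a difference between the days after injury. Of the 96 genes 36.5% had at least 2 times the CPM in wells with few UMIs, more than the 13.0% among all genes tested, and 34 are among the genes leading an unnamed cluster. Less background would not lower the 35.4% that were rarer in those wells beyond counting error, but in day 1 sham or IR day 14 alone these were only 4.17% and 8.33%, too few to decide. A difference between the days stays open as a hypothesis for both.

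Wells under 1000 UMIs were not used in the comparisons. In MI they held Zeb2 at 179 CPM (interval 147 to 216, 109 UMIs in 1199 wells), against 34.3 CPM (22.6 to 49.8) in both sham groups, or 36.5 (23.8 to 53.4) with the plate deposited 2 times counted once. It was 108 CPM (75.3 to 150) in IR day 3 wells of that kind. These wells may hold free RNA of all cells of the sample, of which macrophages make up more in MI. The unnamed cluster with mostly MI wells has a profile that correlates with these wells by 0.963, and by at most 0.732 with a named class of MI, so it may be made of such wells too. Whether RNA of this kind is also behind Zeb2 in the cardiomyocyte-like cells of MI cannot be told apart from Zeb2 made there. Markers of 5 other classes in these cells account for 22.6 CPM, below the observed 69.6 CPM (39.8 to 113). The interval without the 1 cell with 7 of the 16 UMIs is too wide to decide. The expected level is uncertain too, as its largest share (7.56% of UMIs) was that of mural-like cells, a class with 3 cells in MI. In IR day 3 the expected level was 21.1 CPM against 26.7 observed, and in sham 7.83 against 11.9. The IR day 3 estimate used a macrophage share of 0.137%, which was 6.77% with macrophages taken as the only source.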

How the results depend on the processing

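Of the alternatives in this part, the minimum of 5 cells as the reported setting, the minimum of 1 cell, the correction for shared UMIs, the plate counted 2 times as 2 replicates or left out, removal of copied wells, and shares among named clusters or without replicates 3 and 4 of day 14 sham were chosen after the results had been seen.

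In all, 155 results were recomputed under 3550 alternatives. Of these, 3087 left the call unchanged, 310 weakened it, 51 strengthened it, 56 moved a count or value and 46 reversed a sign. Single genes made up 132 results with 3056 alternatives (2663 unchanged, 309 weaker, 47 stronger, 37 reversed). Of 113 gene results past the threshold, 75 passed without any single plate, 49 under every other alternative run and 44 in both. Removing copied wells changed none of the 132 gene results. DESeq2 weakened 27 of 132, day 14 sham alone 27 of 78, 500 UMIs 10 of 130 and RLE scaling 7 of 132. Camera was not run with DESeq2. Without IR day 14 replicate 3, 8 of 10 gene results lost their call.

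Plates with the same replicate number were no more alike than others (mean correlation of residuals -0.00185, 0.00715 and -0.00611 in the 3 fits), so the numbers do not pair plates. The replicate block weakened 32 of 132 gene results and gave 279 genes for MI against IR day 3, 98 for IR day 3, 19 between the sham groups, and 552 for MI and 22 for IR day 3 in fibroblast-like cells. It reversed Nppa in MI against sham (0.72) and Zeb2 between the sham groups (0.44).

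Fitting only the groups compared gave 455 genes for MI against IR day 3, 165 for IR day 3 and 5 for IR day 14 in cardiomyocyte-like cells, and 2059 for MI, 42 for IR day 3 and 26 for IR day 14 in fibroblast-like cells. DESeq2 gave 110 genes for IR day 1, 250 for IR day 3 and 2 for IR day 14, and 224 for IR day 3 fibroblasts. RLE scaling gave 6 for IR day 14. Without the gene filter there were 21 for IR day 14, and 286 (IR day 3) and 31 (IR day 14) in fibroblasts. A minimum of 500 UMIs gave 1147 genes for IR day 1 and 267 for IR day 3, and one of 2000 UMIs 205 for IR day 3, 5 for IR day 14 and 22 between the sham groups. At least 5 cells per plate gave 520 genes for IR day 1 and 262 for IR day 3, at least 20 cells 6 for IR day 14, and at least 1 cell 166 for IR day 3 and 0 for IR day 14 in fibroblasts. Removing cells with markers of other classes gave 649 for MI against IR day 3, and keeping cells led by their own markers 1 for IR day 14 fibroblasts. Day 14 sham alone gave 205 for IR day 3, and 250 for MI and 4 for IR day 3 in fibroblasts, and day 1 sham alone 188 for IR day 3 in fibroblasts. The plate as 2 replicates gave 67 between the sham groups, and without it (day 14 sham replicates 2 and 7) there were 5 for IR day 14.

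Signs of small changes in MI against sham reversed. With DESeq2 Ptma was 0.12, App 0.23, Nppa 0.0570 and Nppb 0.20, and with RLE Ptma was 0.0478, App 0.11 and Nppb 0.22. With 500 UMIs Ptma was 0.0413 and Nppb 0.32, and with 2000 UMIs App was 0.0220 and Nppb 0.0727. Without cells carrying other markers Ptma was 0.12 and Nppa 0.59. With day 14 sham alone Nppa was 0.60 and Nppb 0.24, with at least 1 cell Nppb was 0.51, and with the correction for shared UMIs 0.0625. With the plate as 2 replicates App was 0.00104, Nppa 0.0327 and Nppb 0.0875. Leaving out single plates gave -0.33 to 0.20 for Ptma, -2.46 to 0.94 for App, -0.66 to 0.45 for Nppa and -2.22 to 0.92 for Nppb. Zeb2 in MI against IR day 3 was -0.11 with 2000 UMIs and -0.27 without cells carrying other markers, and between the sham groups 0.0345 without day 14 sham replicates 2 and 7. Against sham in MI it was 1.63 with at least 1 cell (adjusted p 0.0281, range over settings 0.0281 to 1.00). Its MI cardiomyocyte level was 132 CPM with 500 UMIs and 149 with at least 1 cell.

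The cardiomyocyte share in MI differed from day 14 sham alone by -44.0 points (exact p 0.0530). In IR day 14 it differed by 35.6 points with 2000 UMIs (exact p 0.0333) and by 23.4 among named clusters (exact p 0.0238). Without replicates 3 and 4 of day 14 sham the share in IR day 3 differed from sham by -24.3 points (exact p 0.00679), past the threshold, and that in IR day 14 by 6.97 points (exact p 0.321).

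Leaving out single plates gave 505 to 1552 genes for MI against sham (505 without MI replicate 2, 981 without 3), 165 to 1150 for MI against IR day 3, 140 to 211 for IR day 1, 195 to 398 for IR day 3, 1 to 12 for IR day 14 and 23 to 58 between the sham groups. In fibroblasts it gave 910 to 1053 for MI and 53 to 169 for IR day 3. There the single day 14 sham plate was not left out, as the comparisons need it. Zeb2 ranged from 0.30 to 1.74 in MI against sham, from -0.68 to 0.76 in MI against IR day 3 and from -0.63 to 0.20 between the sham groups, and its MI level from 25.3 to 90.5 CPM.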

Other observations

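Of the tests in this part, those of the macrophage-like cells on replicate 2 of day 14 sham, the batch behind the cardiomyocyte share, the annotation of genes at 0 the batch behind the mitochondrial share, the splits of MI cardiomyocytes and the other settings of the cytosolic factors were chosen after the results had been seen.

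Cardiomyocyte-like cells of MI were low in transcripts of proteins made at the endoplasmic reticulum. Of 70 such genes 66 were tested against sham, with a median log2 fold change of -3.36 (-3.29 with genes at 0 at their bound), and 56 were lower and 1 higher past the threshold. None of 10000 random lists of like expression or of like length (0%) had a median as low, so transcript length is excluded as the cause, although the fold change fell with length across genes (rho -0.342, and -0.158 in fibroblast-like cells). The list took 0.522% ± 0.110 (SD, n = 5) of UMIs in MI, 5.04% ± 0.779 (n = 4) in day 1 sham and 5.45% ± 0.686 (n = 5) in day 14 sham. The mitochondrial share was low too, at 7.10% of the sham level, with 25.7% as the lowest ratio among 3 other classes. The list of 15 nuclear RNAs, 6 of them tested, had a median of -2.40, with 3.42% of random lists as low, and that of 58 cytosolic genes, 55 tested, a median of 1.35. The low endoplasmic reticulum and mitochondrial values may mean that the wells hold cytosol with little of these compartments, as from cells broken on isolation. The cytosolic list was at or above 100% of random lists, against sham (random median -0.60) and against IR day 3. It was so too in IR day 3 against sham (median 0.39, random median -0.21). In IR day 1, with 1 plate, its median was 0.044 against a random one of -1.10. There the endoplasmic reticulum list was not low against lists of like expression (medians -0.0031 and -0.51, random medians -0.14 and -1.02). A high cytosolic list is thus not particular to MI. In fibroblast-like cells of MI the cytosolic list was high too, by less than in cardiomyocyte-like cells (median 1.08 against a random median of 0.69, at or above 97.4% of random lists), and the nuclear list was also low (median -0.68, 3.18% of random lists). Against IR day 3 the nuclear list lay within the random lists (15.8%). A batch stays open for a part of the nuclear and cytosolic values.

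A library batch is excluded as the whole cause of the low endoplasmic reticulum and mitochondrial values. In fibroblast-like cells of the same MI plates the endoplasmic reticulum list had a median of 0.33, at or above 8.83% of random lists, and the mitochondrial ratio in the other classes stayed at 25.7% or more. A state that arises only with the MI protocol is unlikely but not excluded, as the evidence is few cells, classed by cluster alone. In IR day 3 cardiomyocyte-like cells with 50% or more of mitochondrial UMIs, 6.01% of UMIs were in the list. The 6 cells with under 30%, from 3 plates, had 1.18% (1.06 to 1.30%). In sham 5 such cells had 2.10% (1.95 to 2.26%) against 5.64%, and in IR day 1 3 such cells 0.648% (0.536 to 0.776%) against 4.08%. In MI, 17 of 19 cells were of this kind, with 0.464% (0.436 to 0.493%), below the other groups with such cells, and the 1 MI cell with 50% or more had 1.12%. A part of the lower level in MI that is due to the protocol stays open. The cytosolic list took more UMIs in cells with under 30% than in those with 50% or more in IR day 3 (8.82% against 3.48%) and IR day 1 (6.64% against 4.49%). In sham it took fewer (1.75% against 2.90%), so the 5 sham cells share only the low endoplasmic reticulum values. The biology of the infarct, in which cells with under 30% of mitochondrial UMIs may be more common, was not tested apart from the isolation. The MI batch and the MI group coincide, so a batch cannot be told apart for the other genes: changes in cardiomyocyte-like and fibroblast-like cells correlated across genes by 0.331 for MI and by 0.193 for IR day 3, and 287 of 333 genes called in both cell types had the same sign for MI, against 19 of 19 for IR day 3, so the sign does not set MI apart.

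The 8 secreted factors made in the cytosol had a median log2 fold change of 2.08 in MI, and 51 other cytosolic genes 1.31. Of random lists of the other cytosolic genes 4.51% reached the factors' median, and 13.4% without MI replicate 2, 9.02% without MI replicate 3 and 15.9% in a fit of only the groups compared, which tested 7 of the factors. A cytosol-rich well as the whole origin of the rise cannot be told apart from a rise of the factors themselves, as the 8 factors and 2 MI plates are too few and the list was written by hand. The 3 factors made at the endoplasmic reticulum had a median of -2.07, in the direction of their compartment. Part of the rise of the set may thus follow the compartment.

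Genes with 0 UMIs in all 19 MI cells and at least 100 CPM in sham numbered 20, each between at least 8.54-fold and at least 31.3-fold lower with the plate deposited 2 times counted once. A different annotation of the MI tables is excluded, since 20 of the 20 genes had UMIs in other MI wells.

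The share of cardiomyocyte-like cells differed among plates of day 14 sham by up to 70 points, but only through replicates 3 and 4. There 20 of 23 and 20 of 20 cells were in unnamed clusters, with median mitochondrial shares of 2.54% and 6.54%. The other 5 plates lay between 60 and 70%. These 2 plates are unlike the rest of their label and say little on collection of the cells in another batch. Such a batch cannot be told apart from injury as the origin of the low MI share, because the MI plates form 1 batch.

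Cardiomyocyte-like cells of IR day 3 had higher Gpnmb, Lgals3, Spp1 and Ctss. The level expected from other macrophage markers in the same cells was 1635 CPM and the observed one 1269 (1209 to 1332). These 4 may therefore reflect macrophage RNA, at 6.77% of the UMIs if macrophages are the only source. Estimated together with other classes, as for Zeb2, the macrophage share of these cells was 0.137%. The origin of the 4 genes thus depends on the estimate and stays open. With cardiomyocytes as the only source, Myh6, Ttn and Casq2 in sham fibroblast-like cells were expected at 2303 CPM and observed at 1819 (1650 to 2001). Their fall in MI may thus reflect fewer cardiomyocytes around. Lcn2 and Lrg1 in day 1 sham are another case: 75.3 CPM was expected from other classes and 643 (592 to 698) observed. This argues against RNA of those cells as the cause. Day 1 sham held only 1 neutrophil-like cell, of 1033 UMIs, so RNA of neutrophils is not excluded. Lcn2 and Lrg1 were also higher at day 1 in endothelial-like cells (Lcn2 361 against 0 CPM, Lrg1 322 against 61.6 CPM). A response to surgery stays open as a hypothesis.

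The genes leading an unnamed cluster, such as Rhox8 and Kcnq1ot1, were lower in cardiomyocyte-like cells of IR day 3 than in sham. The mean share of this list of 100 genes was 0.845% in IR day 3, 1.03% in day 14 sham and 3.41% in day 1 sham, so the fall is mostly against day 1 sham. In 15 of 16 plates the share fell with the UMIs of a cell, and in 16 of 16 it was higher in wells of 20 to 200 UMIs (median 7.09% against 1.34%). Background transcripts may therefore explain these genes, 33 of the 148 lower ones. In the comparison of sham groups they were 15 of the 29 lower ones. In MI against sham 29 of the 42 list genes tested were lower, among 948 lower ones in all.

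Replicate 2 of day 14 sham held 7 macrophage-like cells, and 7 of them match the well of the same number on replicate 6 of IR day 3. The second table of the same plate, replicate 7, held 0. Reads of that plate, counted in the same-numbered wells of this plate, are a plausible origin, and any table of cells from these files would carry them.

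Chance in the assignment of plates to groups is unlikely as the cause of the gene counts of IR day 3, IR day 14, the sham groups, MI against sham and MI against IR day 3 in cardiomyocyte-like cells and of MI and IR day 3 in fibroblast-like cells: only 1 split, the real one, reached the count in 100, 35, 35, 55, 21, 100 and 35 splits. The margin was narrow for IR day 14, where another split reached 7 genes against the real 10. For MI against IR day 3 the highest other split reached 285 genes against 1021, among only 21 splits. For the comparisons with both sham groups the splits used a fit with these pooled as 1 group. It called 343 (IR day 3) and 1511 (MI) genes for cardiomyocytes and 1222 (MI) and 213 (IR day 3) for fibroblasts, so chance is unlikely for these counts and was not tested directly for the reported 407, 1539, 1096 and 103. The splits say nothing on a batch, which coincides with MI. IR day 1 has 1 plate, too few for this test.

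Here 3 genes had a log2 fold change above 6 with a small p in cardiomyocyte-like cells of MI against sham. That is lower than the value quoted from the study above. The control mice, the sham cells and the method (sums per plate in edgeR) are unlike those of the study, so the counts are not of like quantities.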
